A study of Mus musculus with 4 samples. Its data were reported in "CDCA7-associated global aberrant DNA hypomethylation translates to localized, tissue-specific transcriptional responses" (2024).

How the data were processed

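Genomic DNA of 4 spleens from mice at postnatal day 21, 2 WT and 2 Cdca7 G305V homozygotes, was bisulfite converted and sequenced by the authors on an Illumina instrument. Groups were taken from the sample titles. According to the study's methods, reads were trimmed with Trim Galore, aligned to mm10 plus the transgene sequence with Bismark using Bowtie2 with 1 seed mismatch allowed, and deduplicated. Methylation was then called with the Bismark extractor. The submitters' processing notes name Bismark 0.18, deepTools 3.1.3 and methylKit. Differentially methylated CpGs were called by the authors with DSS on 2 against 2 spleens, with thresholds on the p-value and on the methylation difference. Whether DSS smoothed methylation over neighbouring CpGs was not given in the sources used here.

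The values used here are positions, deposited by the authors as 2 lists, one of hypomethylated and one of hypermethylated CpGs. The lists hold no methylation level, difference, p-value, coverage or value per spleen, so no difference between genotypes could be fitted again, replicates could not be compared and the depth per sample is unknown. Read as 1-based, 4979167 hypomethylated and 3609 hypermethylated positions fell on chromosomes 1 to 19, X and Y, and all of these lay on the C of a CpG in GRCm38, with 0 positions listed more than once. Positions on unplaced contigs (11303 and 4) entered only the count of all called CpGs. The order of the entries in the lists is not explained in the sources used here.

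Because covered CpGs without a call are not listed, the denominator was every CpG of the 21 chromosomes of the reference (21867550 CpGs, of which 27.2% lie in soft-masked repeats). A share of called CpGs is therefore lowered where reads cannot be placed or coverage is thin. Intervals are 95% binomial intervals for counting error only, exact for the hypermethylated share of all called CpGs and by the Wilson method for shares of chromosomes. Genes came from GENCODE M21 (55413 genes, 21938 protein-coding). Features were assigned in the order promoter (within 2 kb of the start site of any protein-coding transcript), 5' UTR, coding exon, 3' UTR, intron and intergenic, and CpG islands were assessed separately. Islands were computed from the sequence as 200 bp windows with at least 55% GC and an observed-to-expected CpG ratio of at least 0.65, merged to 500 bp or more, which gave 14875 islands.

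Domains were runs of 10 kb bins with at least 10 CpGs and at least 50% of them called, joined over gaps of up to 2 bins and kept at 100 kb or more. They were compared with 100 shuffles of the called labels within chromosomes. Shares in features and sequence contexts were compared within the 19 autosomes by an exact sign-flip permutation test over all 524288 sign patterns (two-sided). Correlations over 100 kb bins were tested with 1000 circular shifts within chromosomes. Gene lists were tested by 1000 circular shifts of the shares along the ordered genes of each chromosome, which keeps clustered genes together, and were placed among 10000 random lists matched on deciles of CpG density. Genes needed at least 20 CpGs, and the promoter of a gene was the DNA within 2 kb of its outermost start site. Hypermethylated CpGs were compared with 1000 draws of as many reference CpGs from the same chromosomes. Adjusted p-values are Benjamini-Hochberg values within each family of tests, with a threshold of 0.05.

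The tests, the gene lists and the rule for named genes were fixed before the data were examined. The lists were Pcdha, Pcdhb and Pcdhg protocadherins, olfactory receptors, Vmn1r, Vmn2r, Mrgpr, keratins with keratin-associated proteins, Cyp2 to Cyp4, Zscan4, Ugt1a with Ugt2, Serpina with Serpinb, defensins, Klr, Clec, Hox, histones, ribosomal proteins, proteasome, Zfp, Rhox, Mup, Tas2r, prolactin family, Psg with Ceacam, Ighv, Igkv, Trav, Trbv, imprinted genes, germline genes, methylation machinery, genes raised in mutant spleen RNA, and markers of B, T, erythroid, myeloid, NK and stromal or endothelial cells. Several lists follow clusters that the study had already shown from WGBS of these spleens. They are olfactory and vomeronasal receptors, keratins, protocadherins, cytochrome P450 genes and Zscan4. Tests of those lists are therefore not independent of the study's own findings. Every named Zfp gene was used, whether or not it encodes a KRAB domain. Under the rule, named genes were drawn from the members of a list with the highest, lowest and median gene-body share and from all members of lists with at most 10 genes, and not every such gene is named. Further names are the 10 protein-coding genes with the highest share (at least 100 CpGs), the 10 with the lowest (at least 1000 CpGs, ties ordered by CpG number), the 10 genes with the most hypermethylated CpGs within 5 kb, up to 5 genes in each of the 5 longest domains, and Cdca7.

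The sign-flip test, the domain caller, the gene list test, the correlations and the hypermethylated draws were tested on simulated data. The cell type lists at hypermethylated CpGs, the matched bins and the hidden Markov model were not. For shares over features and contexts, the sign-flip test gave a p below the threshold in 6.6% of 500 comparisons without a difference and in 100% of 100 with a difference of 5 points. The domain caller recovered 99.96% of the CpGs of 183 planted domains, as 185 domains. These simulated calls were independent of each other, at a fixed rate inside and another outside the domains. They do not show how shorter or less distinct domains are found. For the gene lists, 2.5% of random lists of 20 genes passed, and all lists raised by 20 points were called. Genes of these lists were scattered over the genome, so lists that form a single cluster were not simulated. For the correlations, 4.0% of unrelated profiles passed. Alternatives were another promoter width, all annotated genes, CpGs outside repeats, bins with a called CpG, other bin sizes, thresholds and a hidden Markov model for domains, other windows for CpG context, other minimum CpG numbers and matching for lists, other cluster definitions, and draws from CpGs not called hypomethylated. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, hmmlearn 0.3.3 and matplotlib 3.10.9.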

Results

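Whole-genome bisulfite sequencing (WGBS) reads the methylation of single cytosines from bisulfite-converted DNA. It was applied to genomic DNA of 4 spleens collected on postnatal day 21, of which 2 came from WT mice and 2 from Cdca7 G305V homozygotes on the FVB background (Line3/FVB in the study, a line with a GFP transgene array). Cdca7 encodes a zinc finger protein that works with the chromatin remodeler HELLS in the maintenance of DNA methylation, and G305V replaces a glycine of that protein by a valine. The question was where in the spleen genome the mutant protein leaves DNA with less, or more, methylation. The values are positions from the authors' deposited lists of CpGs called lower (hypomethylated) or higher (hypermethylated) in the homozygotes. The lists hold no methylation level, coverage or value per spleen, so the depth behind each call is unknown and no spread between animals can be given. Each region is therefore described by the share of its reference CpGs (GRCm38) that were called hypomethylated. A CpG that was not called can be unchanged, changed by less than the authors' thresholds or too thinly covered, and a CpG without methylation in WT spleen cannot be called hypomethylated. Intervals cover counting error only, and p-values describe these 4 libraries across the genome, not the spread between animals.

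Nearly all differential CpGs had lost methylation in Cdca7 G305V homozygous spleens. The authors' deposited lists hold 4990470 hypomethylated and 3613 hypermethylated CpGs, or 1381 CpGs with lower methylation for each CpG with higher methylation. In the authors' deposited lists the hypermethylated CpGs made up 0.0723% of all called CpGs (exact 95% confidence interval, 0.0700 to 0.0747%). On chromosomes 1 to 19, X and Y, the authors' deposited lists hold 4979167 and 3609 CpGs, and all later values refer to these. They left 22.8% of the 21867550 reference CpGs called hypomethylated.

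Every chromosome carried hypomethylated CpGs, with chromosome X at the top and chromosome Y at the bottom. On X, 30.2% of reference CpGs were called (Wilson 95% confidence interval, 30.15 to 30.33%), against a median of 23.5% over the 19 autosomes (mean, 22.7 ± 3.02%, SD over 19 autosomes). Among autosomes, chromosome 7, which carries large clusters of odorant and pheromone receptor genes, had 27.2% of its CpGs called and chromosome 8 had 26.2%. The gene-rich chromosomes 11 and 19 had 17.3% and 16.4%, and Y had 6.29%. Soft-masked repeats, the interspersed and tandem repeat copies marked in the reference, had 27.6% of their CpGs called, against 20.9% outside repeats. With the reference CpGs limited to 10 kb bins that hold a called CpG, X ranked 2 among the chromosomes at 36.9%, behind chromosome 7 at 37.8%. Against autosomal 100 kb bins with the same CpG density and number of start sites, X lay below each of the 19 autosomes treated alike, with a mean share of 33.9% where 44.1% was expected (-10.22 points).

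**Figure D1:**
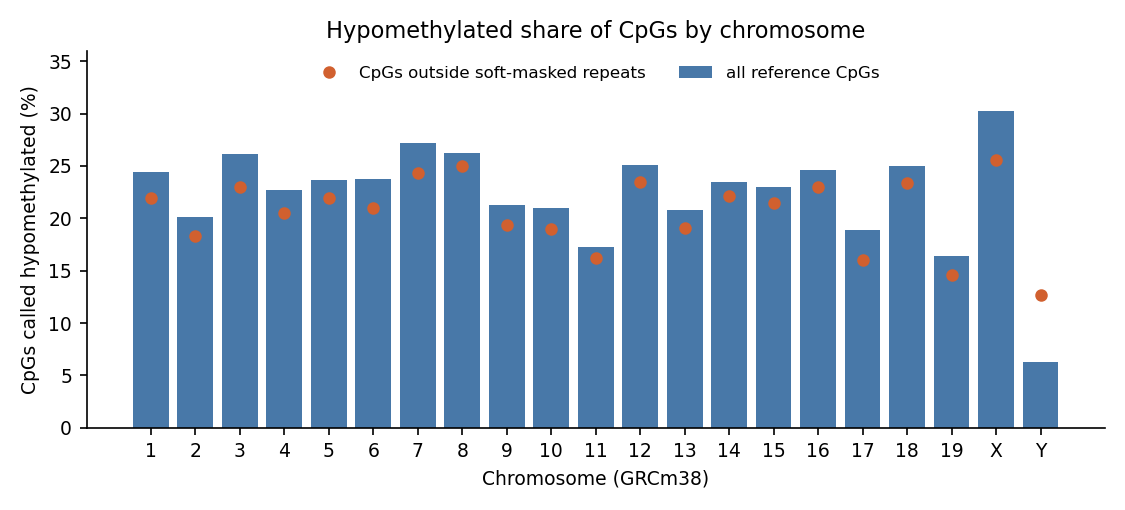
Bars show the percent of reference CpGs called hypomethylated in Cdca7 G305V homozygous spleens on each chromosome (x axis) and points the same percent for CpGs outside soft-masked repeats. Chromosome X stands highest at 30.2% and Y lowest at 6.29%, with the autosomes between 16.4% and 27.2%.

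Loss of methylation was concentrated between genes and largely spared promoters and CpG islands. Of intergenic CpGs, 32.2% were called hypomethylated, and these made up 71.8% of all hypomethylated CpGs although intergenic DNA holds 50.7% of reference CpGs. Introns followed at 16.6%. Coding exons (8.75%), 5' UTRs (8.72%) and 3' UTRs (8.33%) were lower, promoters within 2 kb of a transcription start site had 4.37% and CpG islands 1.00%. Within autosomes, the share in promoters differed from the intergenic share by -28.7 ± 3.41 points (SD, n = 19 autosomes), that in CpG islands by -31.9 ± 3.505 points and that in introns by -16.5 ± 2.82 points. Each of the 6 features lay below intergenic DNA on 19 of 19 autosomes (two-sided exact sign-flip permutation test, p = 3.8e-06 for each, also after Benjamini-Hochberg adjustment over 6 features, the smallest p that 19 autosomes can give). Many promoter and island CpGs carry no methylation in WT tissue and could not have been called.

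**Figure D2:**
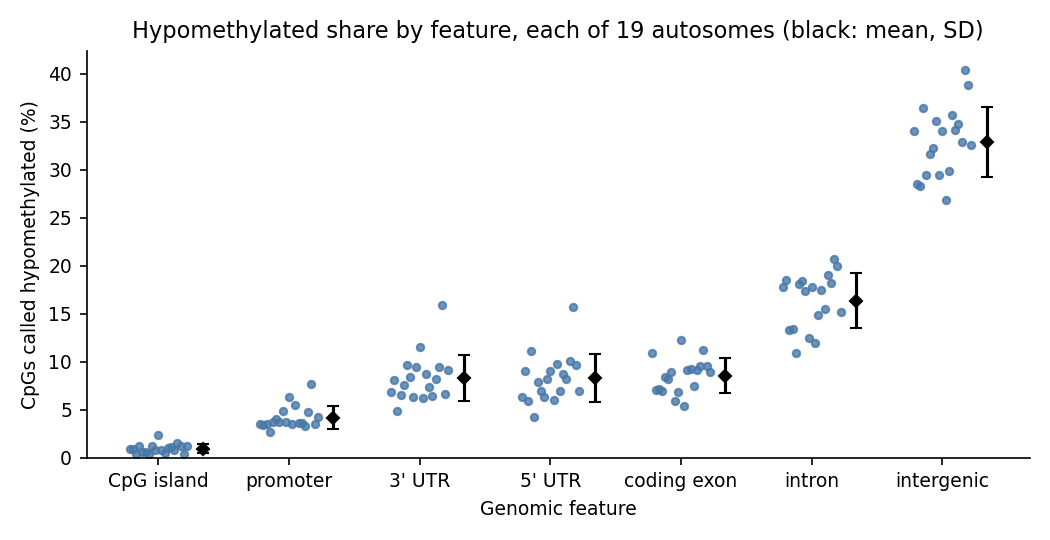
Each point is the percent of reference CpGs called hypomethylated on 1 autosome (y axis) for a class of genomic feature (x axis), with the mean and SD over 19 autosomes in black. Intergenic DNA has a mean of 32.9%, introns 16.4% and CpG islands 0.948%.

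The hypomethylated CpGs were not spread evenly but were concentrated in long domains, with fewer calls between them. In 10 kb bins, the median share was 17.2%, 36.1% of bins had under 5% of their CpGs called and 14.6% of bins had over 75%. The remaining bins lay between these limits, with 7.98% of bins at 35 to 50%, so the shares were graded. Runs of bins with at least 50% of CpGs called gave 1771 domains of 100 kb or more, with a median length of 270 kb and 224 domains of 1 Mb or more. Together they spanned 848 Mb, or 31.1% of the genome. Inside the domains 66.9% of CpGs were called, against 9.85% outside, a contrast that follows in part from defining the domains by the calls. The domains held 22.6% of reference CpGs and 66.5% of the hypomethylated ones. They contained the start sites of 2717 of 21938 protein-coding genes (12.4%), and 722 domains (40.8%) overlapped no protein-coding gene. In 100 shuffles of the called labels within chromosomes no domain formed, which shows only that the calls are not independent of each other. The total length depended on the definition, with 1422 Mb from a hidden Markov model and 445 Mb when neighbouring bins were not joined. With these definitions 90.2% and 37.6% of the hypomethylated CpGs lay inside, and 3.72% and 15.9% of CpGs outside were called.

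The 5 longest domains overlapped 1 or 2 protein-coding genes each, in part or as a whole. The longest, 4.64 Mb on chromosome 1 (100250001 to 104890000, GRCm38), had 77.4% of 21649 CpGs called and contained parts of Cntnap5b, a neurexin-family adhesion gene with 70.7% of gene-body CpGs called, and of the cadherin gene Cdh20 (40.8%). On chromosome 18 (25640001 to 30260000), a domain with 75.3% of CpGs called reached into the RNA-binding protein gene Celf4 (33.8%). The domain on chromosome 11 (36070001 to 40670000, 73.0%) covered most of the teneurin gene Tenm2, at 66.7%. The domain on chromosome 4 (76470001 to 80860000, 72.2%) contained a part of Ptprd, a receptor tyrosine phosphatase gene of synapses with 64.9% of the 11511 CpGs of its whole body called, and ended at the melanocyte enzyme gene Tyrp1 (77.1%). The fifth, on chromosome 8 (97250001 to 101360000, 75.3%), contained the cadherin gene Cdh8 with 78.6% of its CpGs called and 9.66% in its promoter. Promoters of Tenm2 (5.30%), Ptprd (10.8%) and Celf4 (0%) were likewise far below their gene bodies, whereas the promoter of Tyrp1 was at 89.7%.

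Gene-poor and CpG-poor DNA had the highest share of hypomethylated CpGs. In 100 kb bins without a protein-coding start site a median of 39.2% of CpGs were called, compared with 6.09% in bins with 1 to 2 start sites and 1.68% in bins with 6 or more. Along CpG density, the median fell from 66.4% in the sparsest decile of bins to 1.85% in the densest. Over 26513 bins the share correlated with the number of start sites (Spearman's rho = -0.396, Pearson's r = -0.302), with CpG density (rho = -0.598, r = -0.565) and with GC content (rho = -0.523, r = -0.514). Each of the 3 relations had p = 0.0010 in a two-sided permutation test by circular shifts, before and after adjustment, the smallest that 1000 shifts can give. These are correlations across bins, which are not independent replicates.

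Isolated CpGs flanked by A or T (solo-WCGW, where W is A or T and S is C or G) lose methylation first in many dividing cells, and the study asked whether they depend on CDCA7. Inside the domains, 71.2 ± 1.41% of solo-WCGW CpGs were called (SD, n = 19 autosomes), against 42.8 ± 3.88% of SCGS CpGs with 3 or more other CpGs within 35 bp. Outside the domains the values were 14.1 ± 1.52% and 3.09 ± 0.559%. The differences of 28.4 points inside and 11 points outside were each present on 19 of 19 autosomes (two-sided exact sign-flip permutation test, p = 3.8e-06, the smallest possible). The flanking bases alone made a smaller difference, since solo-WCGW exceeded solo-SCGS CpGs by 4.98 points inside and 3.58 points outside the domains (each p = 3.8e-06, same exact test). Solo-WCGW CpGs inside domains were not the highest class, because WCGW CpGs with 1 neighbour reached 74.1 ± 1.51%. Among solo CpGs inside the domains, TCGA had 70.6% called and GCGC 65.1%.

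**Figure D3:**
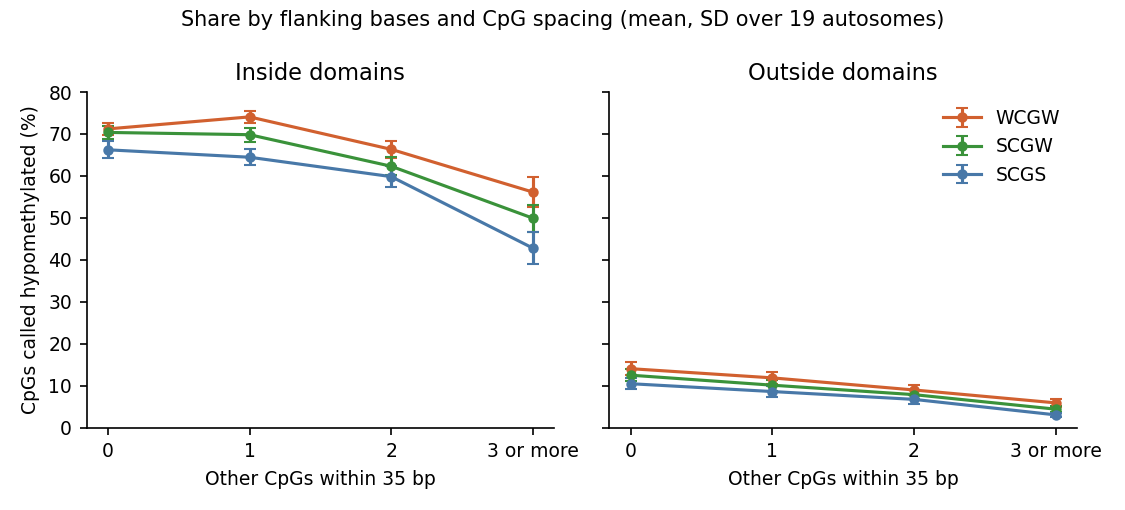
Mean percent of CpGs called hypomethylated (y axis, with SD over 19 autosomes) by the number of other CpGs within 35 bp (x axis), for CpGs flanked by A or T on both sides (WCGW), on 1 side (SCGW) or on neither (SCGS), inside and outside the hypomethylated domains. Inside the domains the share declines to 42.8% for SCGS CpGs with 3 or more neighbours, and outside them every class is at or below 14.1%.

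Large families of sensory receptor genes had high shares of called CpGs. Over gene bodies, the median share was 68.4% for 721 olfactory receptor genes, 78.6% for 118 Vmn1r genes and 75.6% for 120 Vmn2r genes, the last 2 encoding pheromone receptors of the vomeronasal organ. The median over all 20534 genes tested was 0.459%, but random lists matched on CpG density had medians of 33.3%, 49.8% and 45.7%, in the same order. At least 50% of gene-body CpGs were called in 492 of the olfactory, 99 of the Vmn1r and 85 of the Vmn2r genes, with 100% at Olfr1350 and Vmn1r45 and 98.5% at Vmn2r11. The shares were not uniform within families, since Olfr266, Vmn1r32 and Vmn2r47 had 0% called. Without coverage in the lists, a gene whose reads could not be placed cannot be told apart from an unchanged one. Each family lay above circularly shifted positions (two-sided permutation test over 1000 shifts, p = 0.0020, the smallest possible, adjusted p = 0.0113 over 34 lists). The study had shown hypomethylated olfactory and vomeronasal receptor clusters in the same spleens, so these tests are not independent evidence. Of the 34 lists tested, 10 were higher and 0 lower at an adjusted p below 0.05.

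Further lists were higher than at shifted positions. Keratins and keratin-associated proteins, the structural proteins of skin and hair, had a median of 47.96% called (57 genes), from 100% at Krtap24-1 and 47.96% at Krt5 to 0% at Krt18, against 0% in matched random lists. The Cyp2, Cyp3 and Cyp4 genes, which encode cytochrome P450 enzymes of drug and steroid metabolism, had 62.1% (77 genes), with 97.9% at Cyp3a11 and 0% at Cyp2t4, against 9.52% in matched lists. Both lists had an adjusted p of 0.0113 in the two-sided permutation test by shifts. The study had shown clusters of both families in the same spleens, so these tests are not independent evidence either. Ugt1a and Ugt2 genes, which encode glucuronosyltransferases, had 73.1% (19 genes, adjusted permutation p = 0.0194), from 89.3% at Ugt2b36 to 11.6% at Ugt1a10, against 23.0% in matched lists. Serpina and Serpinb protease inhibitor genes had 20.6% (48 genes, adjusted permutation p = 0.0272), from 91.2% at Serpinb6d to 0% at Serpina3g. This Serpin median lay at percentile 46.7 of random lists matched on CpG density, which had a median of 21.4%. X-linked Rhox homeobox genes of the reproductive tract had 27.1% (34 genes, adjusted permutation p = 0.0255), with 82.9% at Rhox2h and 0% at Rhox8, against 0.636% in matched lists. Over promoters, the call was lost for the Rhox list (adjusted permutation p = 0.0569) and for the Ugt list (adjusted p = 0.0584), and the Rhox call was also lost outside repeats (adjusted p = 0.0659). With at least 10 or at least 50 CpGs per gene the Rhox list did not pass either (adjusted permutation p = 0.103 and 0.115).

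**Figure D4:**
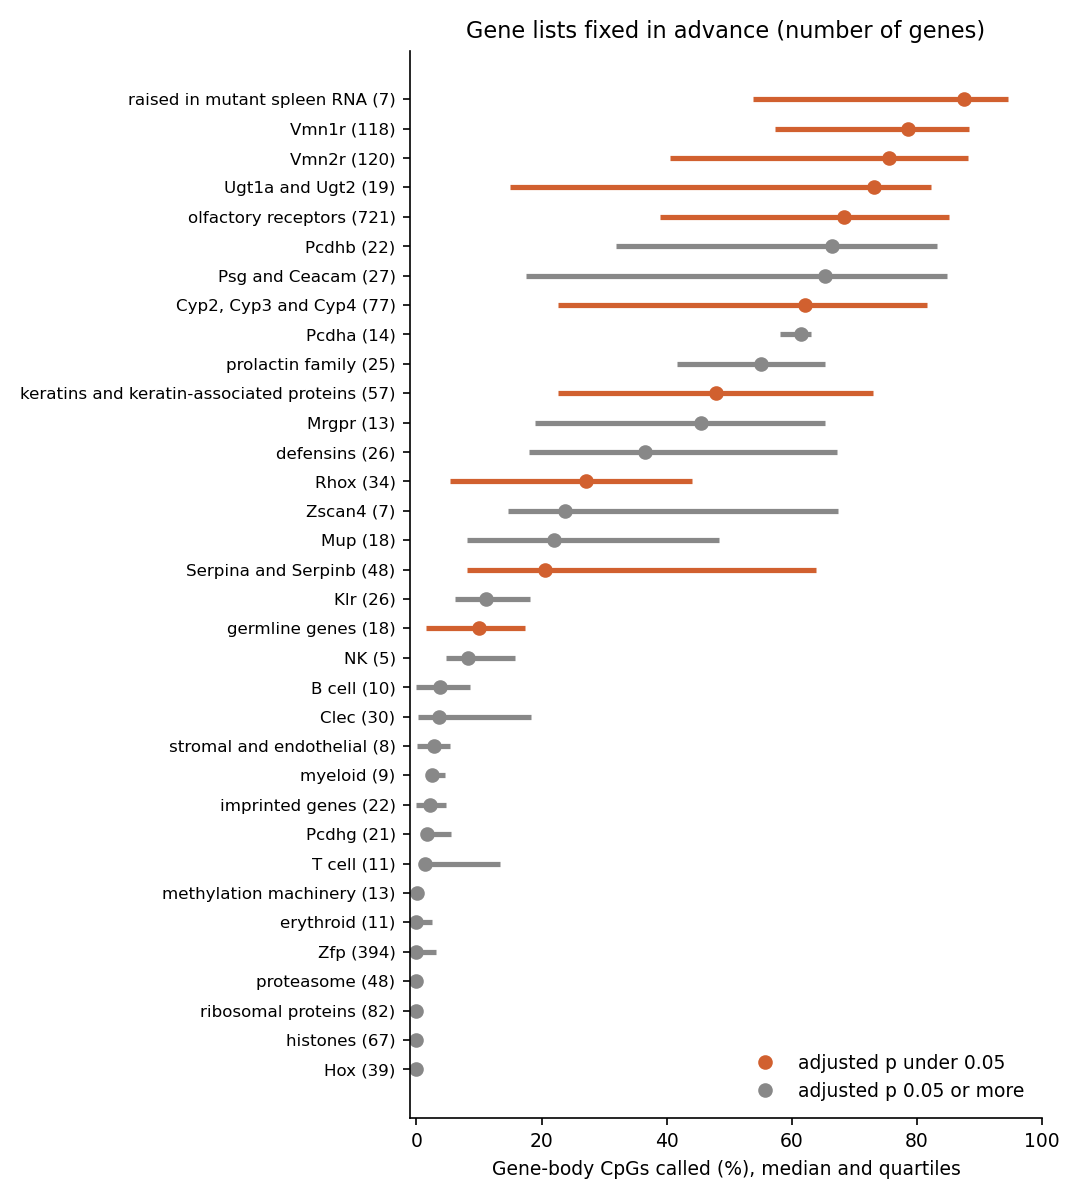
Points show, for each gene list (y axis, number of genes in brackets), the median percent of gene-body CpGs called hypomethylated (x axis) and lines the quartiles over genes, in orange where the adjusted p of the circular-shift permutation test was below 0.05. Genes raised in mutant spleen RNA (87.6%) and vomeronasal receptor genes lie at the top, and Hox, histone, ribosomal protein and proteasome genes at 0%.

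The clustered protocadherins on chromosome 18, which encode neuronal cell-surface adhesion proteins, were affected unevenly. In the Pcdha cluster (36930184 to 37187661) 63.4% of 3213 CpGs were called and in the Pcdhb cluster (37264938 to 37524479) 52.9% of 2859 CpGs, but in the Pcdhg cluster (37661793 to 37841873) 9.99% of 3383. Median promoter shares were 51.4%, 68.7% and 2.74%, in the same order. Among single genes, Pcdha5 had 63.5% and Pcdhac2 50.0% of gene-body CpGs called, Pcdhb9 had 96.5% of gene-body CpGs called and Pcdhb22 had 7.33%, while Pcdhgc5 at the end of the Pcdhg cluster had 0%. None of the 3 lists passed the permutation test by shifts after adjustment (Pcdha, 61.5%, p = 0.0360, adjusted p = 0.0941; Pcdhb, 66.4%, p = 0.0280, adjusted p = 0.0792; Pcdhg, 1.62%, adjusted p = 0.739). Random lists matched on CpG density had medians of 0.901% for Pcdha and 0% for Pcdhb and for Pcdhg. The lists lay at percentiles 100, 100 and 99.4 of these, in the same order, but matched lists do not keep neighbouring genes together. Gene bodies of the Pcdha and Pcdhg genes share their last exons and overlap, so their shares are not independent, and the difference between clusters was not tested.

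**Figure D5:**
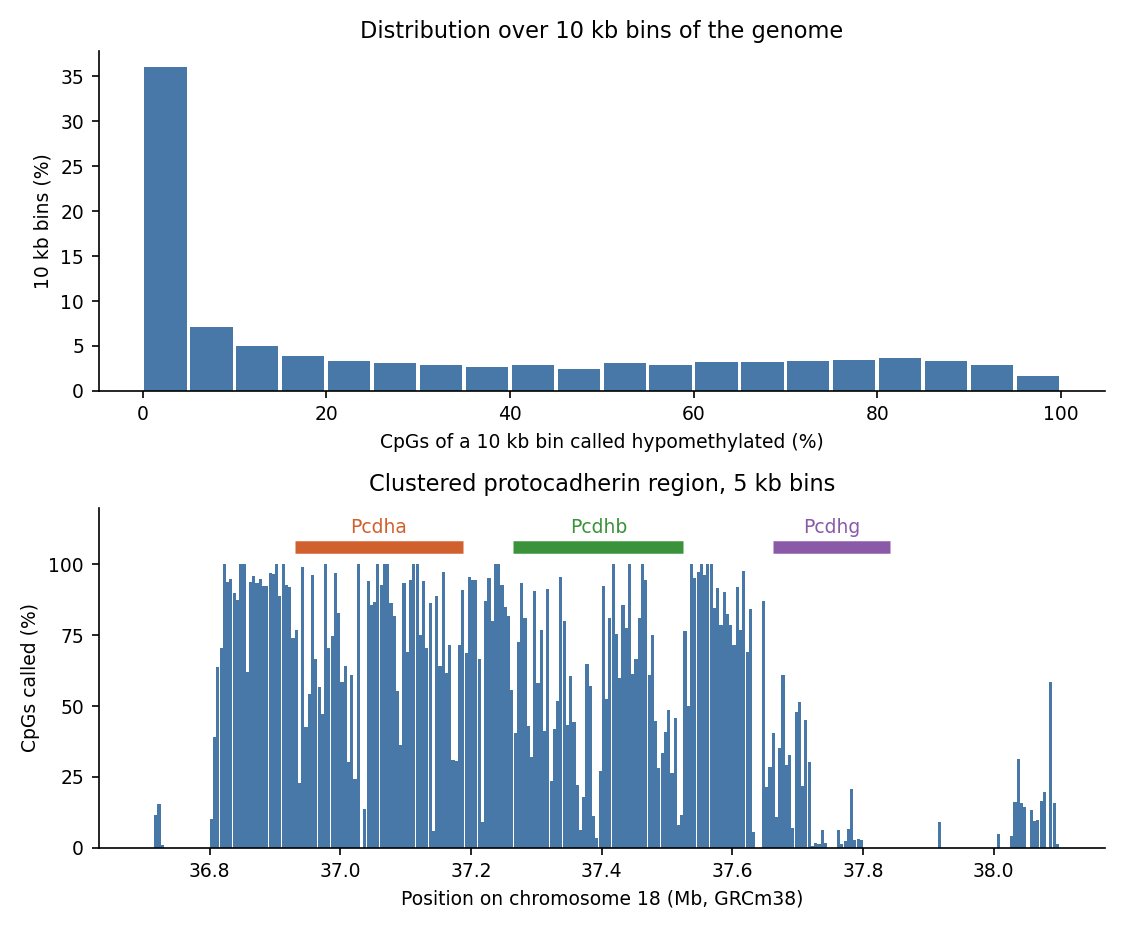
The upper panel shows the percent of 10 kb bins (y axis) by the percent of their CpGs called hypomethylated (x axis), and the lower panel the percent of CpGs called in 5 kb bins (y axis) along the clustered protocadherin region of chromosome 18 (x axis, Mb), with the 3 clusters as coloured bars. Bins with under 5% called are the largest class at 36.1%, and the share declines within the Pcdhg cluster, which has 9.99% called overall.

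Other families had higher medians than all genes without passing the permutation test. Pregnancy-specific glycoprotein and Ceacam genes had a median of 65.4% (27 genes, adjusted permutation p = 0.157), the prolactin family 55.2% (25 genes, adjusted p = 0.157), Mrgpr itch receptors 45.6% (13 genes, adjusted p = 0.343) and defensins, antimicrobial peptides, 36.5% (26 genes, adjusted p = 0.0741). Within these, Ceacam11 had 96.0%, Prl2c5 93.9%, Mrgprb2 88.9% and Defb35 100%. Zscan4 genes of early embryos had 23.8% (7 genes, adjusted permutation p = 0.501), from 88.5% at Zscan4-ps1 to 0% at Zscan4-ps3, and Mup genes for major urinary proteins 22% (18 genes, adjusted p = 0.220). Lectin-like receptor families expressed by immune cells had medians of 11.2% for Klr (26 genes, adjusted permutation p = 0.330) and 3.67% for Clec (30 genes, adjusted p = 0.330), with 40.6% at Klrb1a and 77.7% at Clec4b1. The Zscan4, Klr and Clec medians lay below those of random lists matched on CpG density (48.1%, 29.3% and 5.57%, at percentiles 21.3, 8.54 and 31.2). For the prolactin family the matched lists had 46.4%, near its own median (percentile 71.65). Matched medians were 7.23% for Psg and Ceacam, 8.45% for Mrgpr, 1.81% for defensins and 9.18% for Mup. Over promoters the defensins passed the permutation test (21.3%, adjusted p = 0.0190), as did the Psg and Ceacam list over gene bodies with at least 50 CpGs (60.3%, adjusted p = 0.0372).

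Lists of genes used by every cell, and Hox genes, had few called CpGs, as did random lists matched on CpG density. Ribosomal protein (82 genes, adjusted permutation p = 0.330), proteasome (48, adjusted p = 0.458), histone (67, adjusted p = 0.435) and Hox genes (39, adjusted p = 0.739) each had a median of 0%, which was also the median of their matched lists. Rpl39l, a ribosomal protein gene copy used in testis, stood apart from its list at 56.5%. Zinc finger genes of the Zfp list also had a median of 0% (394 genes, lower direction, p = 0.0440, adjusted permutation p = 0.107), but Zfp936 had 96.1% of 513 CpGs called. The methylation machinery list, which includes Dnmt1, Uhrf1, Hells and Tet enzymes, had a median of 0.128% (13 genes, adjusted permutation p = 0.833), with 4.61% at Dnmt3l and 0% at Zbtb24. At Cdca7 itself (chromosome 2, 72476159 to 72486893) 4.35% of 253 gene-body CpGs and 0% of promoter CpGs were called.

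Of the gene lists whose silencing or allelic expression depends on DNA methylation, germline genes were higher than at shifted positions and imprinted genes did not pass. Over gene bodies, the 18 germline genes had a median of 9.95%, against 0.459% over all genes (adjusted permutation p = 0.0272), with 50.8% at Tex101, 11.6% at Sycp1 and 0% at Tex19.1. Random lists matched on CpG density had a median of 1.79%, and the germline list lay at percentile 95.7 of them. Germline promoters had a lower median than the gene bodies, 2.49%, and 11 of the 18 had under 5% called. This promoter median was still higher than at shifted positions (adjusted permutation p = 0.0456), and matched random lists had 0%. The gene-body call was lost outside repeats (median 7.86%, adjusted permutation p = 0.0899) and when genes with 10 or more CpGs were admitted (adjusted p = 0.0654). The 22 imprinted genes had a median of 2.18% (adjusted permutation p = 0.435). Igf2 had 2.33% and Mcts2 0%, whereas Snrpn on chromosome 7 (59982495 to 60140219) had 83.8% of 692 CpGs called. These are shares of whole gene bodies. Imprinting control regions were not measured separately here, so the shares do not show whether methylation was lost at them.

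Genes with raised RNA in mutant spleens had the highest median of all lists over gene bodies. The list holds the 9 genes that the study names in its text, of 10 that it counted, and 1 is missing here. The study chose them in other libraries of the same genotypes, so the list is not independent evidence of direction. Of them, 7 had enough CpGs, with a median of 87.6% called (two-sided permutation test by shifts, p = 0.0020, the smallest possible, adjusted p = 0.0113). Gm16028 and Gm15433 had 100% called, Gm7609 89.1%, Gm2617 87.6%, the cell adhesion glycoprotein gene Olfm4 63.6% and the pheromone receptor gene Vmn2r96 44.0% in the gene body and 84.2% in the promoter. The itch receptor gene Mrgpra4, with 17 gene-body CpGs, had 87.5% of 24 promoter CpGs called. The lectin gene Clec4g had 0% of 127 gene-body CpGs and 8.70% of promoter CpGs called, and Gm5734 had 0% of 11 gene-body CpGs called.

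Single genes spanned the whole range. Of 20534 genes, 1958 (9.54%) had at least 50% of gene-body CpGs called, 14279 (69.5%) had under 5% and 8987 (43.8%) had none. Among protein-coding genes with at least 100 CpGs the highest shares were at Vmn2r11 (98.5%), Olfr1459 (98.4%), Gm49352 (98.3%), Gm29106 (97.8%), Vmn2r63 (96.8%), Cyp3a44 (96.7%), the inflammasome-family gene Nlrp2 (96.6%), Zfp936 (96.1%), Cyp3a57 (95.7%) and A26c2 (95.6%). At the other end, Auts2, a gene of nervous system development, had 0 of 11084 CpGs called over more than 1 Mb of chromosome 5 (131437333 to 132543344). Abcc4, Cit, Rims1, Rptor, Atp8a1, Med13l, Taok3, Ap3b1 and Mtss1 also had 0 called CpGs, in bodies with 2387 to 3783 CpGs. These 10 have the most CpGs among the 219 of 2512 protein-coding genes with at least 1000 CpGs that had none called.

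Families with few CpGs per gene were read at promoters only. Bitter taste receptor genes (Tas2r) had a median promoter share of 36.6% (14 genes, two-sided permutation test by shifts, adjusted p = 0.0108 over 38 lists). Antigen receptor segments had median promoter shares of 64.3% for Igkv (12 segments, adjusted permutation p = 0.0552), 9.76% for Ighv (36 segments, adjusted p = 0.114) and 0% for Trav (91 segments) and Trbv (13 segments, adjusted p = 1.0 for both). Random lists matched on CpG density had medians of 14.0% for Tas2r (which lay at percentile 90.1 of them), 10.05% for Igkv, 14.8% for Ighv, 8.82% for Trav and 10% for Trbv, so that Ighv, Trav and Trbv lay below theirs. Of 38 lists, 10 were higher over promoters and 0 lower, and the median promoter of all genes had 0% called.

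The few hypermethylated CpGs were found away from the hypomethylated domains and close to each other. Only 1.99% of 3609 lay in the domains, compared with 23.3 ± 0.700% in random draws of as many CpGs (SD over 1000 draws) and with 10.4 ± 0.510% when only CpGs not called hypomethylated were drawn, and 60.6% lay in clusters of 3 or more within 1 kb, compared with 0.00258% in draws. CpG islands held 23.4% (draws, 5.64%), promoters 16.4% (10.9%), coding exons 9.56% (3.20%), 3' UTRs 2.35% (1.37%), introns 40.8% (33.1%) and intergenic DNA 30.3% (50.6%). Each of these differed from the draws (two-sided permutation test, p = 0.0020, the smallest possible, adjusted p = 0.0022 over 10 measures), while 5' UTRs did not (p = 0.737). The hypermethylated CpGs in islands lay in groups with many CpGs. With each group of hypermethylated CpGs within 1 kb counted once, 2.93% lay in islands against 5.45% in draws (adjusted permutation p = 0.0040). Counted once, promoters (9.02%) and coding exons (2.03%) also fell below the draws, though not past the threshold (adjusted permutation p = 0.0899 and 0.0599), and the call for 3' UTRs was lost (2.03% against 1.36% in draws, adjusted permutation p = 0.0828). Introns rose to 52.9% when groups were counted once, against 32.6% in draws (adjusted permutation p = 0.0040). These draws took single CpGs, so CpG-dense features weigh more in them than among groups counted once. The values counted once therefore cannot decide which features the groups favour. Counted per CpG, the intron call was lost with draws from DNA outside repeats (36.3%, adjusted permutation p = 0.1998). Chromosome X held 383 hypermethylated CpGs, the most of any chromosome, and chromosome 11 held 302.

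Hypermethylated CpGs formed 1330 groups, of which 710 were single CpGs and 60 held 10 or more. The 60 large groups held 1336 CpGs, or 37.0% of all, 43 of them had every reference CpG called, 27 touched a CpG island and 0 contained a hypomethylated CpG. The largest lay on chromosome 15 (25364176 to 25364745, GRCm38) at Basp1, a gene for a membrane signalling protein of neurons, with 89 of 89 CpGs called over 570 bp. It sat in a CpG island, with 83 CpGs in coding exon and 6 in the 3' UTR. Its first 60 bases (25364176 to 25364235) are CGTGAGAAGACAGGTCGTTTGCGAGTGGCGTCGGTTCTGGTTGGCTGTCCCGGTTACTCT, with 6 CpGs. On chromosome 11 (48826295 to 48826610) 61 CpGs were called in the promoter of Trim7, a ubiquitin ligase gene, which overlaps Gm12184. An intergenic group on chromosome 9 (66805822 to 66806215) had 48 of 49 CpGs called. Further groups of 47 CpGs lay in a coding exon of the transcription factor gene Zfhx3, of 42 in an intron of the sorting nexin gene Snx6 and of 42 at Pik3cd, a lipid kinase gene of leukocytes. Fignl2 and Rtkn held groups of 38 and 36, which like that of Pik3cd lay at start sites of shorter transcripts and not in the promoter at the outermost start site of the gene. An intron of Gm21887 on X held 40 and the promoter of the imprinted growth regulator Cdkn1c 31 of 55 CpGs.

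Bulk spleen contains several cell types, so lists of their marker genes were examined at both kinds of CpG. Hypomethylated gene-body medians were 3.82% for B cell genes (10 genes), 1.43% for T cell genes (11), 0% for erythroid genes (11), 2.47% for myeloid genes (9), 8.25% for natural killer (NK) cell genes (5) and 2.73% for stromal and endothelial genes (8), against 0.459% over all genes. Random lists matched on CpG density had 1.005%, 0.220%, 0.0821%, 0.241%, 6.90% and 0.0923%, in the same order. No list passed the two-sided permutation test by shifts (unadjusted p from 0.238 to 0.643, adjusted p from 0.354 to 0.706). Pax5, which specifies B cells, had 13.5%, Cd3g of the T cell receptor complex 28.6%, the macrophage gene Adgre1 50.8% and the NK receptor gene Ncr1 83.0%, whereas Cd79b, Lck, Hba-a1, Lyz2, Gzma and Tlx1 had 0%. Within 5 kb of the genes, hypermethylated CpGs were found at Ebf1 (2), Cd28 (2), Klrb1c (1) and Tek (1) and at no erythroid or myeloid gene. No list differed from 10000 random lists matched on CpG number (two-sided permutation test, unadjusted p from 0.0980 to 1.0, adjusted p from 0.588 to 1.0).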

Values the study reported

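The study reported median methylation levels of 51% in Cdca7 G305V homozygous spleens and 73% in WT spleens. With a difference of at least 15% and P below 0.05, it reported that 26.01% of 19,199,377 covered cytosines were affected, of which 99.98% had lost methylation, and that 3609 cytosines had gained it. The reported share with lost methylation differs from that among called CpGs in the deposited lists, given above. The number of gained cytosines, 3609, is the same in both. Taken from all 19,199,377 covered cytosines, 3609 would leave 99.98%. The denominators of the shares may therefore differ, and the shares do not show that the lists disagree with the study. Average levels of distal intergenic regions were given as about 67% in WT and about 38% in homozygotes. The reported loss at solo-WCGW sites was about 40% in partially methylated domains and about 5% in highly methylated ones. None of 17 imprinting control regions examined was found to be affected. In RNA sequencing, the study reported 10 genes with altered expression, all of them raised.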

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

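In this part the tests on repeats and on islands and promoters behind the domains, on random placement and on the span of hypermethylated clusters, and on sex and repeats for chromosome X, were chosen after the result was seen. The other 3 tests were set out beforehand. Outside the 21 chromosomes used for all comparisons, the authors' deposited lists also hold calls on unplaced contigs, sequences of the assembly with no assigned position. There were 11303 hypomethylated CpGs on 40 contigs (0.227% of that list, median 122.5 per contig) and 4 hypermethylated CpGs on 1 contig. They drew attention because they lie in data that no comparison used, and they were not analysed further.

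The hypomethylated CpGs lay in long domains. Reads misplaced in repeats would leave few domains outside repeats, but domains called again from CpGs outside soft-masked repeats had 1.032 times the total length (875 Mb). Smoothing by the caller reaches over short distances, yet at 10 to 50 kb from a called CpG the share called was 2.1 times that of its chromosome, and it was 1.64 times at 100 to 500 kb. Islands and promoters without methylation do not account for the gaps between domains either, since domains called again without their CpGs had 1.008 times the total length (855 Mb). A long-range dependence of the loss on the mutant genotype remains a hypothesis that these tests are consistent with, while a shift in the cell types of the mutant spleen was not tested and stays open.

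The hypermethylated CpGs lay in short clusters. Isolated false calls placed at random cannot account for the 60.6% found in clusters of 3 or more, against 0.00258% in draws. That comparison does not address the CpGs outside such clusters, among them 710 single CpGs, and random false calls stay open for these. Smoothing that spreads 1 chance difference over dense neighbours remains open, because the longest group of 3 or more spanned 570 bp, under the 2 kb limit set for it. With each group counted once, 2.932% lay in islands, below the whole range of the draws (3.38 to 7.52%). That is neither inside the range nor over 2 times the mean of the draws (5.45%), the outcomes set beforehand. The draws took single CpGs, so CpG-dense islands weigh more in them than among groups counted once. This comparison thus cannot decide whether groups favour islands. The excess per CpG came from groups in islands that hold many CpGs. Whether CpG density alone sets the size of those groups was not tested. No biological explanation was tested for this pattern.

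Chromosome X had the highest share of hypomethylated CpGs. A different mix of females and males, large enough to pass the call thresholds at most islands of X, would move these together. Instead, 6.289% of its 477 islands had at least 50% of their CpGs called hypomethylated and 84.1% had no call. A smaller imbalance of sexes could stay under those thresholds, so this test cannot decide on it and it remains open. The share of 6.289% was higher than the 1.41% of autosomal islands. X also held the most hypermethylated CpGs, 383 of 969469 reference CpGs, against 302 of 1163543 on chromosome 11, the next highest. The cause of neither excess was tested. Outside repeats the hypomethylated share of X was still highest at 25.6%, but the gap to chromosome 8 (25.03%) was small. Over all CpGs X had 30.2% and the next chromosome, 7, had 27.2%. Most of the lead of X was thus gone outside repeats, so the kept rank cannot decide whether repeats account for it. Autosomal bins matched to those of X on CpG density and start sites had a mean share of 44.1%, above the 33.9% of X. The difference was -10.22 points (autosomes, -4.26 to 7.36 points, SD 2.84), which is neither within 2 points nor over 5 points above them, the outcomes set beforehand. X thus had no excess over autosomal DNA of equal CpG density and gene number. Low CpG density and few genes would give a share at least as high as that of X, so they remain a possible cause of its rank.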

How the results depend on the processing

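Alternatives using the first 2495235 hypomethylated CpGs in listed order, those counting each hypermethylated group once, and those drawing from CpGs not called hypomethylated, were chosen after seeing the data. For islands with each group counted once, the possible outcomes had been set out beforehand, as given above. In this part the same means an unchanged direction and side of the threshold for a tested value, a move within its spread for an untested share and a ratio of at most 1.5 for a count or domain value, so sizes can differ. Of the values that answer a comparison, 166 stayed the same in this sense, among them all 36 for features, all 36 for correlations and all 36 for CpG context. Their sizes moved, with promoters minus intergenic DNA from -30.1 to -15.4 points, CpG islands from -36.2 to -16.8 points, solo-WCGW minus SCGS with 3 or more neighbours from 19.4 to 37.5 points inside and 3.31 to 12.1 points outside the domains, and minus WCGW with 3 or more inside them from 7.197 to 22.3 points. Correlations with CpG density ranged from -0.658 to -0.387 (rho) and from -0.625 to -0.327 (r), and 8 to 10 gene lists were higher and 0 lower under every alternative. The hypermethylated share moved to 0.0688% on autosomes. X had 25.6% of CpGs called outside repeats. In bins with a called CpG, X had 36.9% (rank 2) and the autosome median was 32.9%. With the first part of the list X had 15.5% (rank 2) and the autosome median was 11.1%, there were 1162 domains over 295 Mb, and the Rhox and germline lists lost their calls (adjusted permutation p = 0.222 and 0.0906). That part holds fewer calls and a larger share of them in repeats and in the domains of the whole list, and these influences were not separated. Domains numbered 1020 with 50 kb bins, and spanned 1422 Mb with the hidden Markov model and 445 Mb without joining. The share of hypomethylated CpGs inside was 90.2%, 37.6% and, with the first part of the list, 36.8%, and the share called outside was 3.72% with the model and 15.9% without joining. For hypermethylated CpGs, the share in introns (36.3%, adjusted permutation p = 0.1998) was no longer past the threshold with draws outside repeats. With groups counted once, islands (2.93%), promoters (9.02%), 5' UTRs (0.0752%) and coding exons (2.03%) changed sides against the draws. Only islands among these passed the threshold there, and the 5' UTR value rests on 1 CpG. The 3' UTRs (2.03%) no longer passed. Those draws took single CpGs and not groups, which limits these moves as given above. Of single lists and domain shares, 214 values were the same in that sense, although medians fell to 33.0% for olfactory receptors, 31.2% for Pcdhb, 26.8% for Cyp and 15.1% for keratins at the lowest, 9 were weaker, 2 stronger and 5 moved, and 1 reversed, the methylation machinery outside repeats (0.161%, adjusted permutation p = 0.909). The causes of these moves were not tested. No paired analysis was possible because the lists hold no value per spleen. For the same reason replicates left out in turn were not run, nor was a stricter threshold, since no difference or p-value is listed, and strands needed no joining, since each CpG is listed once. Depth is unknown and limits every share.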

Other observations

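Everything in this part was chosen after the data were seen. Hypermethylated CpGs were also found at Grb10, an imprinted gene on chromosome 11 that restrains growth, which had 19 of them within 5 kb. It was named after its values were seen, as were the next genes. Among hypermethylated groups beyond the largest 10, Fzd5, a receptor gene for Wnt proteins, had 30 CpGs called on chromosome 1 (64734697 to 64735130), Shank3, a gene of the synaptic scaffold, had 29 on chromosome 15, and Lmna, the gene of nuclear lamins A and C, had 24 on chromosome 3. Among germline genes, Sohlh2 had 45.9% of gene-body CpGs called, Mov10l1 33.8% in the body and 50.6% in the promoter, and Asz1 24.8%. Imprinted genes other than Snrpn with high shares were Peg3 (56.6% in the body, 1.48% in the promoter), Ndn (37.8%) and H19 (30.3%). Their imprinting control regions were not measured separately.

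The order of the hypomethylated CpGs within their list was not random. Neighbouring CpGs less than 10 bp apart had similar places in the list (Spearman's rho = 0.960 over 396837 pairs), and the relation was weaker at 200 to 1000 bp (rho = 0.286). The share of CpGs lying in the domains was 89.4% in the first decile of the list and 42.3% in the last, and the share in soft-masked repeats was 44.9% and 27.4%. The meaning of the order is not given in the sources used here.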
